A study of Homo sapiens with 12 samples. Its data were reported in "Combined Experimental and System-Level Analyses Reveal the Complex Regulatory Network of miR-124 during Human Neurogenesis" (2018).

How the data were processed

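RNA was measured in neurons made from iNGN cells, a human induced pluripotent stem cell line in which doxycycline switches on Neurogenin-1 and Neurogenin-2 and turns the cells into neurons within days. Compared at 7 and 14 days post induction (dpi) were the parental genotype (WT) and ΔmiR-124, in which all alleles of the miR-124 hairpins were disrupted with CRISPR/Cas9. Each of the 4 groups held 3 libraries, 12 in all. According to the labels the WT cells were at passage 51 and the ΔmiR-124 cells at passage 56, and the study compared 1 monoclonal line of each genotype, so that genotype, clone and passage cannot be told apart. The study calls the libraries of a group biological replicates, but neither it nor the labels say that they came from separate inductions. P-values measure the spread between these samples, which may in part be technical.

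According to the study's methods, poly(A) RNA was turned into libraries with a kit that marks the strand, adapters were trimmed with BBDuk, and reads were assigned to GENCODE genes with rnacounter. The submitters' processing notes name SAMtools 1.3, FastQC and the genome build hg38 (GRCh38). The aligner segemehl is stated for the immunoprecipitation libraries of the same study, whose processing the total RNA libraries are said to have followed. The table the authors deposited holds raw counts per gene, as whole numbers that were not normalised. Whether the counting used the strand, and how it treated reads with several matches, is not given in the sources used here. Genes that overlap another gene on either strand, and genes with near-identical copies, are therefore named as uncertain.

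The table had 58037 gene rows, and 0 count columns were left without a sample. For 28 genes a spreadsheet program had turned the symbol into a date, and the symbol was restored from the Ensembl identifier. Of all identifiers, 56948 were found in GENCODE v44, and 77.59% of them had a start that was 1 less than there, so that starts in the table are counted from 0. Positions are printed from 1. Among 23333 genes with at least 120 counts in the 12 libraries together, 49 had the same counts as another gene in every library. A symbol occurred more than once in 2060 rows, which were handled by identifier. Total counts ran from 27685895 to 34184379 per library. Libraries of 1 group differed by more than sampling noise in every pair (chi-square per gene between 5.93 and 23.4), so none was counted as a copy of another.

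Counts were tested with edgeR 4.0.16 in R 4.3.3, with its quasi-likelihood test, TMM factors (0.941 to 1.05) and filterByExpr, which kept 25101 genes. The 12 libraries entered 1 fit with the 4 groups as the design and no further term, and the common dispersion was 0.0283. The tested contrasts were ΔmiR-124 against WT at each time, 14 against 7 dpi in each genotype, and the interaction, which is the change of the ΔmiR-124 effect from 7 to 14 dpi. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and the number that also changed at least 1.5-fold is given beside it. Genes of the Y chromosome, XIST and TSIX were left out. Levels are CPM, counts scaled to a common library size, computed here from the deposited counts with TMM-scaled library sizes, unless they are said to be computed from the library total, and are given as mean ± SD over the 3 libraries of a group (n = 3). Errors of log2 fold changes are standard errors (SE). Adjusted p-values of single genes are from edgeR.

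The design, the genes to be named and 38 gene lists were fixed before the data were examined. In each simple contrast the rule took the 6 genes with the largest rise and the 6 with the largest fall among called genes of at least 10 CPM in the higher group, without overlap between the libraries of both groups and with a symbol that is not a clone name. For the interaction it took 4 and 4 genes without the overlap condition. It also took up to 4 members of each list with the smallest p, and genes that the text of the study names for these neurons. Some of the genes so chosen, and 1 of the lists, are not reported here. Lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between genes, adjusted over the 38 lists within a contrast. The test was repeated with a correlation estimated for each list. For each list the number of members called among all 25101 genes is given, and the number called when adjusted over the list alone. Where all libraries of a group held 0 counts, a fold is a lower bound against a floor of 3 counts per library, and for 1 to 3 counts in a group the ratio is given with its exact 95% interval. Intervals and floors cover counting error only.

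For miR-124 target sites, the longest annotated 3' UTR of each gene (GENCODE v44, at least 20 bases, 19188 genes) was searched for the match to bases 2 to 8 of miR-124-3p, GTGCCTT. The log2 fold change was regressed on the presence of a site, the logarithm of the UTR length and the GC content. The same regression was run for all 16384 sequences of 7 bases, and the rank of the miR-124 match among them is the test, since genes are not independent replicates. Guide sequences from the study's methods were matched to the GRCh38 reference together with the adjacent NGG motif.

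The scripts were tested on simulated counts with 200 genes changed by known folds. The criterion first set asked that each simulation recover more than 90% of the genes changed 4-fold with less than 10% false calls, and 4 of 5 comparisons missed it. The genes changed 4-fold were recovered in 95.5% and 89.4% of cases for the ΔmiR-124 effect at 7 and 14 dpi (24397 and 24434 genes simulated), and those changed 2-fold in 59.7% and 68.7%, with 5.6% and 8.9% false calls. For the time course the shares were 86.4% and 65.7% in WT (24407 genes, 5.9% false) and 86.4% and 73.1% in ΔmiR-124 (24489 genes, 5.5% false). They were lowest for the interaction, with 80.3% and 46.3% (24399 genes, 10.3% false). The missed genes, 41 of 330 changed 4-fold, had a median count of 35.7 against 555.2 for those recovered and a dispersion of 0.12 against 0.015. In 12 further simulations of each comparison the false share averaged between 5.2% and 6.8%. After this was seen the criterion was replaced by checks that every gene changed 4-fold with a dispersion under 0.05 is recovered and that fold changes are not biased (largest median error 0.023 on the log2 scale), which all comparisons passed. A shift of 0.2 added to genes with a miR-124 site among the 19188 genes was found as 0.22, at rank 1.

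The alternatives tried were DESeq2 1.42.0 in place of edgeR, other scaling factors, library totals alone, no filter or a stricter filter of 1 CPM in 3 libraries, fits of the compared groups only, the replicate number as a block, a fold threshold, other definitions of a site, and leaving out each library in turn. Those added after the data were seen concern the list tests, the agreement between contrasts and the libraries left out of these. Further tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.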

Results

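The data were whole-transcriptome counts of poly(A) RNA from induced human neurons, made to ask how neurons that cannot form miR-124, a microRNA abundant in the nervous system, differ from neurons that can. The 12 libraries formed 4 groups of 3: WT at 7 dpi, ΔmiR-124 at 7 dpi, WT at 14 dpi and ΔmiR-124 at 14 dpi. Doxycycline was given for up to 4 days, and the cells were then moved towards a neuronal medium. The WT libraries held 30395847, 32124404 and 32824359 counts at 7 dpi and 31977601, 28349228 and 29396011 at 14 dpi. The ΔmiR-124 libraries held 29029618, 32248529 and 27685895 at 7 dpi and 31250083, 28490650 and 34184379 at 14 dpi. Transcripts of the mitochondrial genome took 3.43 to 4.77% of the counts in all libraries but those of ΔmiR-124 at 14 dpi, where they took 4.45 to 5.63%.

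The 4 groups were separate in a principal component analysis of log2 CPM. The first component (36.6% of the variance) ran from ΔmiR-124 at 7 dpi (-98.5 to -86.7) over WT at 7 dpi (-27.8 to -22.9) and ΔmiR-124 at 14 dpi (27.3 to 41.3) to WT at 14 dpi (79.2 to 91.2). The second (25.7%) set both WT groups (22.9 to 74.5) apart from both ΔmiR-124 groups (-81.7 to -1.7). Replicate 1 of ΔmiR-124 at 7 dpi lay at -1.7 on this component, whereas replicates 2 and 3 lay at -28.0 and -34.2.

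**Figure D1:**
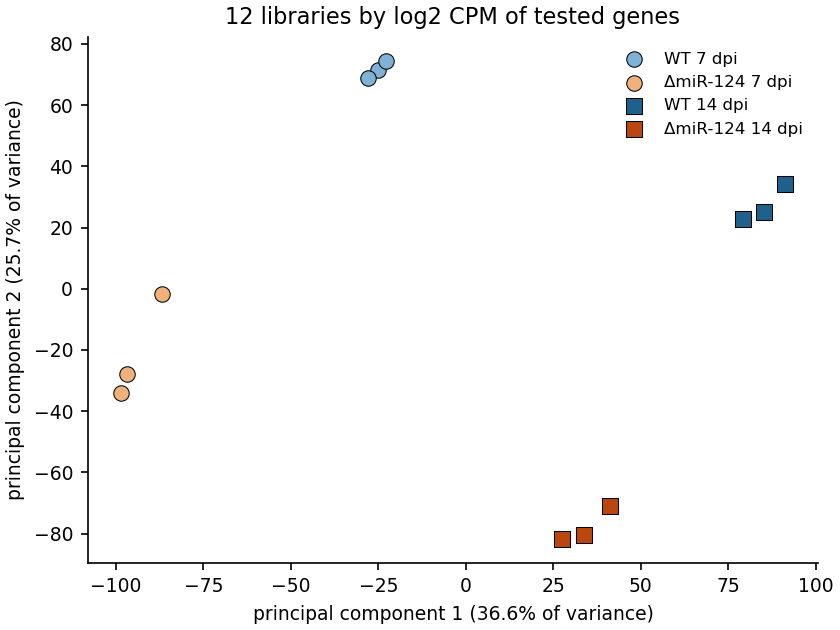
Principal component analysis of log2 CPM, with component 1 (36.6% of the variance) on the x axis and component 2 (25.7%) on the y axis, and 1 point per library coloured by group. WT at 14 dpi lies between 79.2 and 91.2 on component 1 and ΔmiR-124 at 7 dpi between -98.5 and -86.7.

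The edited loci were examined first. RNA of the MIR124-2 hairpin was close to absent in WT and present in ΔmiR-124, the opposite of the genotype's name. The annotated hairpin (chromosome 8, 64379149 to 64379257, plus strand, hg38) had 0 to 2 counts per WT library and 369 to 503 per ΔmiR-124 library at 7 dpi, a ratio of 461.6 (exact 95% interval 157.6 to 2241). At 14 dpi it had 0 counts in all WT libraries and 559 to 610 in ΔmiR-124, which was at least 168.6-fold higher against the floor of 3 counts per library. The MIR124-3 hairpin (chromosome 20, 63178500 to 63178586, plus strand) had 0 counts in WT and 2 to 5 per ΔmiR-124 library at 7 dpi and 0 to 3 at 14 dpi. The counts of the MIR124-1 hairpin (chromosome 8, 9903388 to 9903472, minus strand) were not analysed here. Reads on a hairpin come from the primary transcript, in which mature miR-124 is not counted, so these values do not measure the microRNA and do not test the knockout.

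Both host RNAs, the primary transcripts that hold the hairpins, were higher in ΔmiR-124 at both times. LINC00599 (chromosome 8, 9900064 to 9905366, minus strand), the host of MIR124-1, rose from 132 ± 13.4 CPM in WT to 383 ± 23.7 CPM at 7 dpi (SD, n = 3, log2 fold change 1.54 ± 0.104, adjusted p = 1.55e-09) and from 24.0 ± 4.2 to 259 ± 16.6 CPM at 14 dpi (3.43 ± 0.114, adjusted p = 8.69e-14). MIR124-2HG (chromosome 8, 64373328 to 64383787, plus strand) rose from 129 ± 6.64 to 487 ± 14.9 CPM at 7 dpi (1.92 ± 0.0904, adjusted p = 1.11e-11) and from 86.7 ± 12.5 to 629 ± 20.5 CPM at 14 dpi (2.86 ± 0.0938, adjusted p = 8.32e-14). Both differences grew between the times (interaction 1.89 and 0.94, adjusted p = 8.4e-08 and 4.66e-05). In GENCODE v44 the MIR124-1 hairpin lies wholly inside an exon of 2 and partly in an exon of 16 of the host's 28 transcripts. The MIR124-2 hairpin lies in an intron of 9 and partly in an exon of 2 of its host's 20 transcripts, and the MIR124-3 hairpin lies in an intron of an antisense long non-coding RNA.

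The guide sequences placed the cuts inside all 3 hairpins. At MIR124-1, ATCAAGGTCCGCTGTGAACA matched 9903438 to 9903457 on the plus strand and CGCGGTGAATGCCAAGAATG matched 9903394 to 9903413 on the minus strand, with predicted cuts 58 bases apart. At MIR124-2, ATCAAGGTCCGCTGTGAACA matched 64379175 to 64379194 on the minus strand and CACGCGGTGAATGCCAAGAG matched 64379215 to 64379234 on the plus strand, 54 bases apart. At MIR124-3, GTCTATACAATTAAGGCACG matched 63178541 to 63178560 and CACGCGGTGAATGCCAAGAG matched 63178557 to 63178576, both on the plus strand and 16 bases apart. The mature sequence, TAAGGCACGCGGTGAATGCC as DNA, overlapped a guide match at each locus (9903401 to 9903420, 64379210 to 64379229 and 63178552 to 63178571).

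**Figure D2:**
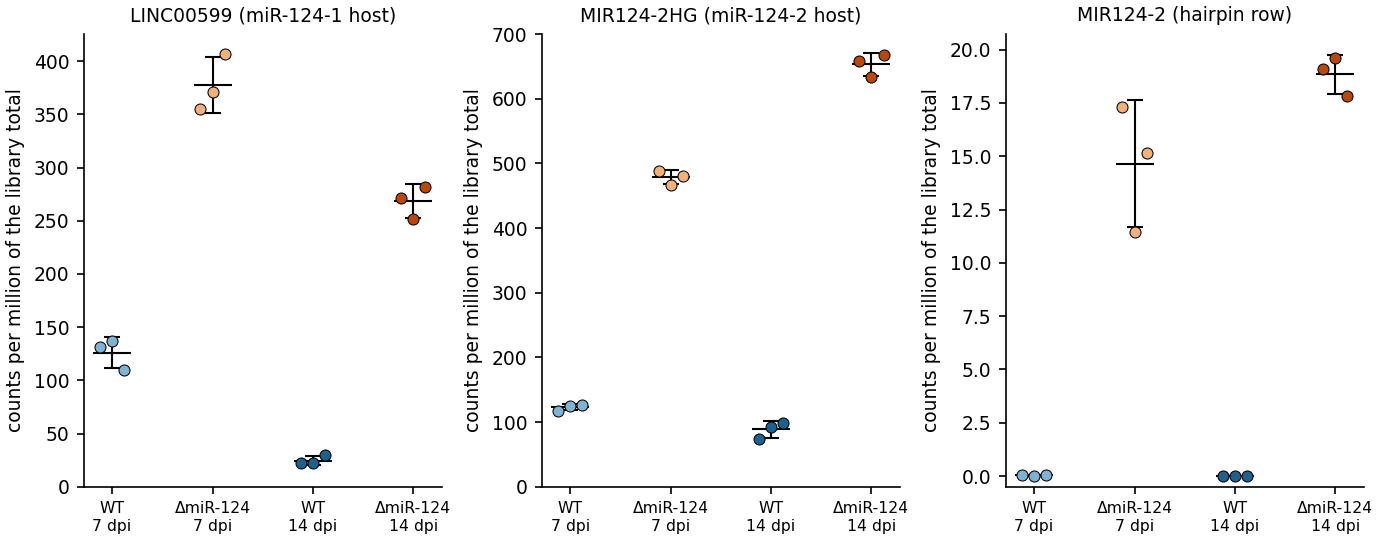
CPM computed from the library total (y axis) for LINC00599, MIR124-2HG and the MIR124-2 hairpin in the 4 groups (x axis), with points for libraries, lines for means and bars for SD. The hairpin has 0 to 2 counts in every WT library and 369 to 610 in every ΔmiR-124 library.

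The first main comparison asked what differed in ΔmiR-124 at 7 dpi. Among the genes with the largest rise were NTSR1, the high-affinity neurotensin receptor (1.07 ± 0.111 to 16.9 ± 2.64 CPM, log2 fold change 3.97 ± 0.358, adjusted p = 7.55e-08), the medium-chain acyl-CoA synthetase ACSF2 (1.6 ± 0.599 to 20.0 ± 2.05 CPM, 3.65 ± 0.268, adjusted p = 5.06e-09), which has an antisense neighbour in the annotation, and CYP1B1 (4.49 ± 0.504), a cytochrome P450 that likewise has antisense neighbours. The hyaluronan synthase HAS2 and the apelin receptor APLNR rose by 4.24 and 3.91, but their levels in ΔmiR-124 varied (16.1 ± 12.0 and 13.66 ± 8.18 CPM), with replicate 1 at 2.51 and 4.21 CPM. The strongest falls were in PEG3, an imprinted zinc-finger gene, from 63.1 ± 1.66 CPM to 2 counts in the 3 libraries together (5755 against 2 counts, ratio 2685, exact 95% interval 742.9 to 22180), and in LILRB2, a leukocyte immunoglobulin-like receptor, from 11.5 ± 2.09 CPM to 0 counts (at least 81.8-fold lower). ZNF367, a zinc-finger gene, fell from 314 ± 20.6 to 2.96 ± 1.16 CPM (-6.72 ± 0.197, adjusted p = 9.39e-15) and the non-coding RNA LINC00452 from 47.2 ± 4.13 to 0.226 ± 0.053 CPM (-7.67 ± 0.332). ANKRD45 went from 41.7 ± 4.03 to 0.0955 CPM and TTLL10-AS1 from 481 ± 20.2 to 0.0239 CPM. TTLL10-AS1 and ZNF367 overlap genes on the other strand and are uncertain.

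Targets of miR-124 were higher as a group. Of the 98 targets that the study had chosen, 74 rose and 2 fell at 7 dpi (79 passed when adjusted over the list alone, median log2 fold change 0.67). They were selected for higher RNA at 4 dpi in the same clones, so this count is not independent evidence of their direction. The camera adjusted p was 1.5e-24, and 0.00554 with an estimated correlation. ACAA2, a mitochondrial thiolase, rose from 33.8 ± 1.78 to 166 ± 6.35 CPM (2.29 ± 0.0821, adjusted p = 2.52e-13) and PTBP1, the splicing repressor of non-neuronal cells, from 77 ± 4.45 to 250 ± 15.3 CPM (1.70 ± 0.0792, adjusted p = 1.02e-11), and the ceramide synthase CERS2 and the phosphatase PPM1F rose by 1.62 and 1.5. Of 36 targets widely described elsewhere, 28 rose and 1 fell (31 when adjusted over the list alone, median 0.99, camera adjusted p = 2.21e-15, and 0.0016 with an estimated correlation). IQGAP1, a scaffold of the cytoskeleton, rose from 39.1 ± 3.68 to 220 ± 12.6 CPM (2.49 ± 0.101), the laminin chain LAMC1 by 1.70 and the sialomucin CD164 by 1.44.

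Genes with a match to the miR-124 seed in the 3' UTR were shifted upward at both times. Of 15390 tested genes with an annotated 3' UTR, 2583 held GTGCCTT. After regression on UTR length and GC content their log2 fold change was higher by 0.214 ± 0.0223 (SE across genes) at 7 dpi and by 0.20 ± 0.0211 at 14 dpi. By the regression's t value GTGCCTT ranked first of all 16384 sequences of 7 bases at both times, and by the size of the difference it ranked 16th and 18th, behind rarer sequences. At 7 dpi 31.0% of genes with a site rose against 17.1% of genes without, and 16.8% against 20.1% fell. At 14 dpi 32.9% against 18.2% rose and 16.6% against 20.1% fell. Among genes with 2 or more sites 41.2% rose at each time, against 29.0% and 31.2% with 1 site. Sites of 8 bases gave a larger difference (0.357 and 0.348), and without the study's targets it was 0.204 and 0.189. The camera p was 0.00469 at 7 dpi (p = 0.0387 with an estimated correlation) and 0.002 at 14 dpi (p = 0.0271).

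**Figure D3:**
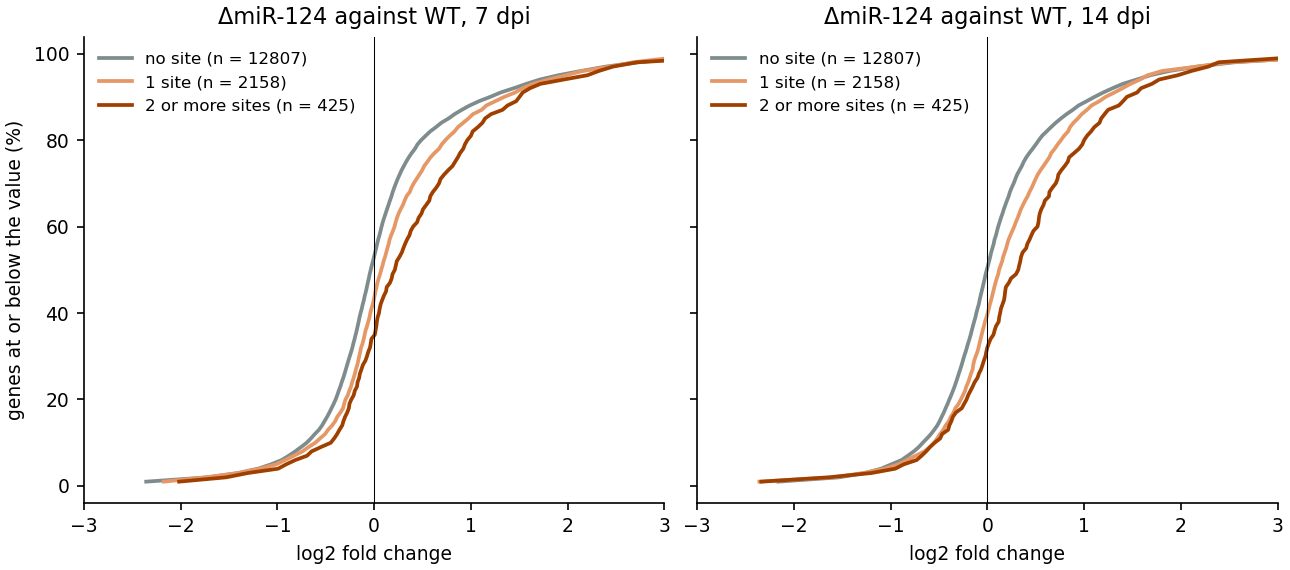
Cumulative share of genes (y axis, percent) against the log2 fold change of ΔmiR-124 over WT (x axis) at 7 and 14 dpi, for genes with no miR-124 site (12807), 1 site (2158) and 2 or more sites (425) in the 3' UTR. The curves move to the right with the number of sites, and 17.1%, 29.0% and 41.2% of the genes rose at 7 dpi.

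Neuronal genes were mostly lower in ΔmiR-124 at 7 dpi. Of 20 pan-neuronal genes 11 fell and 2 rose (14 passed when adjusted over the list alone, median -0.36, camera adjusted p = 0.000158, adjusted p = 0.239 with an estimated correlation). The neurofilament chain NEFM fell from 4610 ± 109 to 1450 ± 207 CPM (-1.67), NEFL by 1.28, the tau gene MAPT by 1.02 and doublecortin DCX by 0.85. Of 25 potassium channel subunits 18 fell and 2 rose (22 when adjusted over the list alone, median -0.68, adjusted p = 4.77e-08, and 0.044 with an estimated correlation), among them KCNAB1 (-1.70) and KCNC2 (-1.54), whereas KCNA3 rose (1.85). Of 14 sodium channel subunits 9 fell and 1 rose (10 when adjusted over the list alone, adjusted p = 0.000705, adjusted p = 0.133 with an estimated correlation), with SCN2A at -2.19 and SCN9A at -1.54, and of 17 calcium channel subunits 10 fell and 2 rose (12 when adjusted over the list alone, adjusted p = 0.000705, adjusted p = 0.133 with an estimated correlation), with CACNA2D2 at -1.5. Of 27 genes of synaptic vesicle release 17 fell and 2 rose (20 when adjusted over the list alone, median -0.52, adjusted p = 5.43e-06, adjusted p = 0.133 with an estimated correlation). The presynaptic adhesion gene NRXN2 fell from 198 ± 2.85 to 72.2 ± 4.42 CPM (-1.45) and the active zone gene RIMS1 by 1.53, whereas the vesicle protein gene SV2B rose (1.27).

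Genes of transmitter systems moved in different ways at 7 dpi. Of 20 glutamatergic genes 11 fell and 2 rose (14 when adjusted over the list alone, median -0.32, camera adjusted p = 0.000908, and 0.0458 with an estimated correlation), with the receptor subunits GRIK1, GRIA3 and GRIA4 at -3.51, -2.65 and -1.93. Of 17 cholinergic genes 7 fell and 6 rose (14 when adjusted over the list alone, adjusted p = 0.477), and the choline transporter SLC5A7 fell by 2.16. Of 9 GABAergic genes 5 rose (5 when adjusted over the list alone, median 1.70, adjusted p = 0.0209, adjusted p = 0.162 with an estimated correlation, and 0.0597 without ΔmiR-124 7 dpi replicate 3), among them CALB2 (1.69). Of 12 monoaminergic genes 6 rose and 1 fell (9 when adjusted over the list alone, adjusted p = 0.0192, adjusted p = 0.119 with an estimated correlation). Relative to the WT mean their median was 0.42 in replicate 1 of ΔmiR-124 and 0.91 and 1.32 in replicates 2 and 3. DBH, which makes noradrenaline, rose by 1.45 and the vesicular transporter SLC18A2 by 2.41, whereas tyrosine hydroxylase TH fell by 3.09. Of 18 striatal genes 6 fell and 5 rose (11 when adjusted over the list alone, median -0.31, mean 0.24, adjusted p = 0.384). Of 17 peripheral sensory genes 10 fell and 2 rose (13 when adjusted over the list alone, median -0.80, adjusted p = 0.0027, adjusted p = 0.133 with an estimated correlation), led by the neurotrophin receptor NTRK2, which fell from 47.8 ± 0.96 to 3.29 ± 0.799 CPM (-3.85 ± 0.15).

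Pluripotency and proliferation genes were higher in ΔmiR-124 at 7 dpi, less so in replicate 1. Of 20 pluripotency genes 17 rose and the remaining 3 did not pass (17 when adjusted over the list alone, median 2.14, camera adjusted p = 1.27e-06, adjusted p = 0.204 with an estimated correlation), among them SOX2 (1.75), L1TD1 (2.68) and LEFTY1 (3.28). Of 26 proliferation genes 25 rose and CCNE1 fell (26 when adjusted over the list alone, median 1.66, adjusted p = 2.6e-10, adjusted p = 0.192 with an estimated correlation), and MKI67, a marker of dividing cells, rose from 7.04 ± 3.61 to 52.9 ± 22.2 CPM (2.91). Of 13 endoderm and mesoderm genes 10 rose (11 when adjusted over the list alone, median 2.89, adjusted p = 3.4e-05, adjusted p = 0.163 with an estimated correlation), including GATA4 (3.38), GATA6 (3.87) and FOXA2 (2.73), and of 12 epithelial genes 9 rose (10 when adjusted over the list alone, median 2.36, adjusted p = 3.4e-05, adjusted p = 0.2 with an estimated correlation), including the keratins KRT18 (3.01) and KRT19 (2.49). Relative to the WT mean, the median pluripotency gene stood at 0.80 on the log2 scale in replicate 1 and at 1.97 and 2.52 in replicates 2 and 3. The values were 1.10, 1.88 and 1.99 for proliferation genes, 2.09, 3.21 and 2.89 for endoderm and mesoderm genes and 1.19, 2.60 and 2.65 for epithelial genes, and -0.19, -0.47 and -0.46 for pan-neuronal genes. Without replicate 1 the medians were 2.44, 1.88, 3.22, 2.65 and -0.45, and 17, 25, 10 and 10 genes of the first 4 lists rose.

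**Figure D4:**
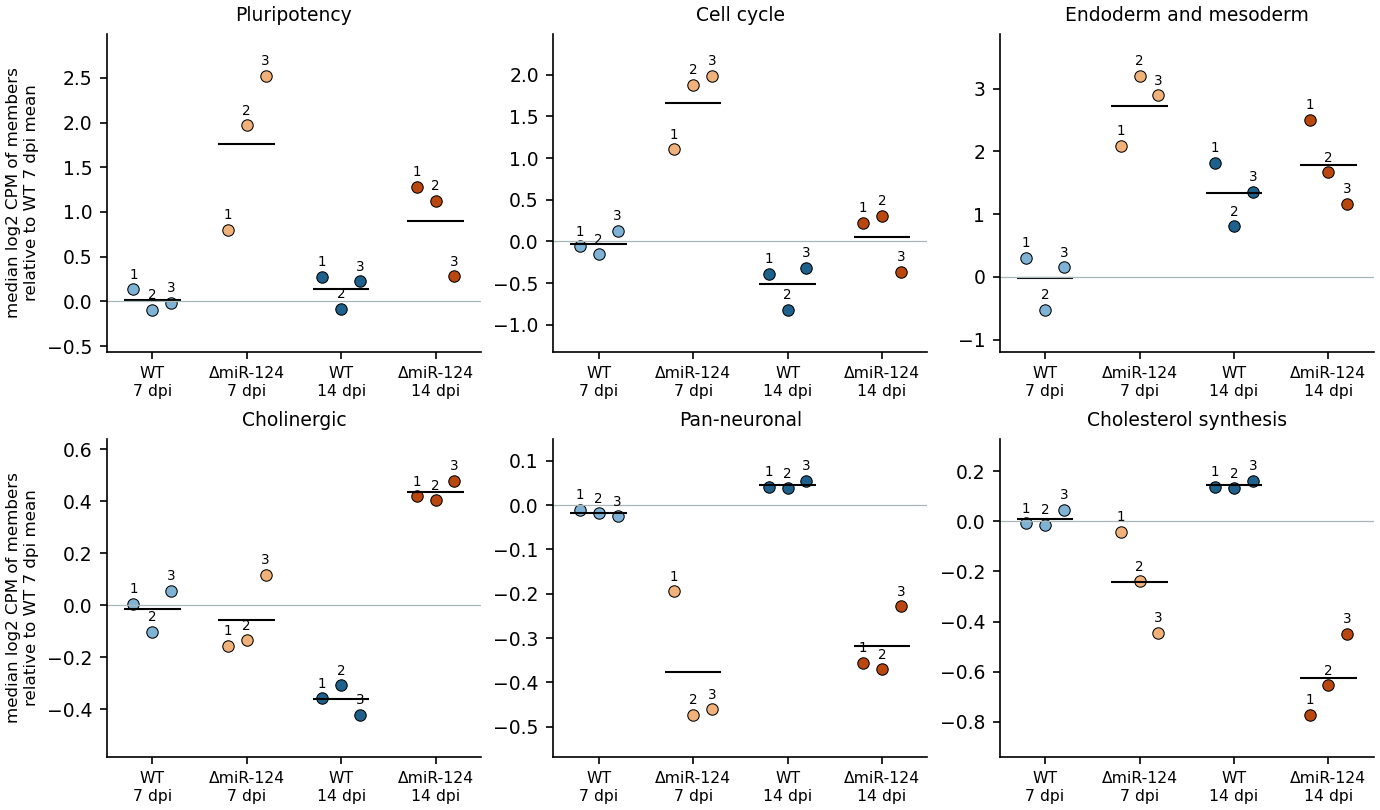
Median log2 CPM over the members of 6 gene lists in each library, relative to the WT 7 dpi mean (y axis, log2), by group (x axis), with numbers for the replicates and lines for the means. Replicate 1 of ΔmiR-124 at 7 dpi stands at 0.80 for pluripotency genes and replicates 2 and 3 at 1.97 and 2.52, while at 14 dpi replicate 3 stands at 0.28 and replicates 1 and 2 at 1.28 and 1.13.

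Matrix, mesenchymal and oligodendrocyte-lineage genes were also higher at 7 dpi. Of 26 genes of the extracellular matrix and of adhesion 23 rose and 1 fell (24 when adjusted over the list alone, median 1.39, camera adjusted p = 1.05e-10, adjusted p = 0.119 with an estimated correlation), and the matrix glycoprotein gene SPARC rose by 2.01. Of 13 mesenchymal genes 10 rose and THY1 fell (11 when adjusted over the list alone, median 2.44, adjusted p = 0.00017, adjusted p = 0.181 with an estimated correlation), with the collagens COL1A1 and COL1A2 at 3.01 and 2.44. The medians of these lists were 1.21 and 1.79 in replicate 1 of ΔmiR-124, 1.69 and 2.09 in replicate 2 and 1.44 and 2.72 in replicate 3. Of 8 oligodendrocyte-lineage genes 6 rose and 1 fell (7 when adjusted over the list alone, median 1.72, adjusted p = 0.00111, adjusted p = 0.0711 with an estimated correlation), with OLIG2 at 2.35. Of 8 astrocyte genes 4 rose and 1 fell (5 when adjusted over the list alone, adjusted p = 0.195), and of 7 endothelial genes 3 rose and 2 fell (6 when adjusted over the list alone, adjusted p = 0.444). The gap junction gene GJA1 rose by 2.85, the glutamate transporter gene SLC1A2 fell by 1.3 and the claudin gene CLDN5 fell by 1.34. CLDN5 (adjusted p = 0.0318) did not pass without WT 7 dpi replicate 2 (0.112) or 3 (0.0717) or without ΔmiR-124 7 dpi replicate 1 (0.111) or 3 (0.0644). Of 18 neural progenitor genes 8 rose and 4 fell (13 when adjusted over the list alone, adjusted p = 0.0724, but 0.031 and 0.0388 without WT 7 dpi replicate 3 and ΔmiR-124 7 dpi replicate 1), with the Notch pathway genes DLL3 and HES6 at 1.69 and 1.3. Of 28 genes of Wnt signalling 14 rose and 3 fell (20 when adjusted over the list alone, median 0.77, adjusted p = 0.0029, adjusted p = 0.192 with an estimated correlation), with the Wnt antagonist SFRP1 at 1.91. The Wnt median relative to the WT mean was 0.41 in replicate 1 of ΔmiR-124 and 0.81 and 0.89 in replicates 2 and 3.

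Stress and proapoptotic genes were higher at 7 dpi. Of 17 genes of the unfolded protein and integrated stress response 16 rose (16 when adjusted over the list alone, median 0.69, camera adjusted p = 4.37e-07, adjusted p = 0.162 with an estimated correlation), including TRIB3 (1.68) and DDIT3 (0.97). The median of the list was 0.49 in replicate 1 of ΔmiR-124 and 0.69 and 1.14 in replicates 2 and 3. The cell cycle inhibitor CDKN1A and GADD45A, which is induced by DNA damage, rose by 1.3 and 1.34. Of 27 proapoptotic genes 10 rose and 2 fell (13 when adjusted over the list alone, median 0.20, adjusted p = 0.0209, adjusted p = 0.2 with an estimated correlation), and of 11 antiapoptotic genes 4 rose and 3 fell (7 when adjusted over the list alone, adjusted p = 0.633). Of 22 cholesterol genes 5 fell and the remaining 17 did not pass (5 when adjusted over the list alone, median -0.24, adjusted p = 0.00583, adjusted p = 0.515 with an estimated correlation). Their median relative to the WT mean was -0.04 in replicate 1 of ΔmiR-124 and -0.24 and -0.44 in replicates 2 and 3. Without replicate 1, 9 of them fell, and without replicate 3 the list's median was -0.14 and its adjusted p 0.0941.

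Of 15 genes of the neuronal BAF complex and of neuronal splicing 10 fell and the remaining 5 did not pass at 7 dpi (11 when adjusted over the list alone, median -0.38, camera adjusted p = 2.29e-05, adjusted p = 0.119 with an estimated correlation). The splicing factor CELF5 fell from 92.9 ± 8.79 to 13.5 ± 0.489 CPM (-2.79 ± 0.0964) and PTBP2, the neuronal paralogue of PTBP1, by 1.45. Of 12 repressors and progenitor BAF subunits 5 rose and 2 fell (7 when adjusted over the list alone, adjusted p = 0.374), and REST, which silences neuronal genes in other cells, rose by 2.33. Of 13 genes of microRNA processing 2 rose and 3 fell (5 when adjusted over the list alone, adjusted p = 0.405). Of 9 transcription regulators named in the study's network 3 rose (3 when adjusted over the list alone, 1 of all genes without WT 7 dpi replicate 1, adjusted p = 0.0201, adjusted p = 0.119 with an estimated correlation). Of 36 axon guidance genes 13 rose and 15 fell (29 when adjusted over the list alone, adjusted p = 0.245), and the plexin PLXNA4 fell by 2.30. Of 9 HOX genes 1 rose and 1 fell (1 when adjusted over the list alone, adjusted p = 0.665), of 14 immediate early genes 6 rose and 2 fell (9 when adjusted over the list alone, adjusted p = 0.312), and of 12 interferon-response genes 3 rose and 1 fell (4 when adjusted over the list alone, adjusted p = 0.447). Of 13 mitochondrially encoded mRNAs 0 were called by edgeR, over all genes or when adjusted over the list alone, and 0 by DESeq2, with 0 at an unadjusted p under 0.05 by either tool (median 0.004, adjusted p = 0.967).

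In all, 7236 of 25101 genes (28.8%) differed at 7 dpi, 3672 higher and 3564 lower, and 4378 of them changed at least 1.5-fold. Values of the 2 groups did not overlap for 41.1% of genes, where chance gives 10%. Camera called 25 of 38 lists, 4 of them with an estimated correlation.

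The second comparison asked what differed at 14 dpi. DLK1, a Notch-related ligand, rose from 3.13 ± 0.226 to 131 ± 3.15 CPM (log2 fold change 5.39 ± 0.106, adjusted p = 3.34e-17), the transcription factor gene ELK3 from 1.03 ± 0.0698 to 47.2 ± 8.61 CPM (5.52 ± 0.205, adjusted p = 3.53e-13) and ID3, an inhibitor of differentiation, from 1.92 ± 0.65 to 66.7 ± 11 CPM (5.11 ± 0.215). ALOX5AP, needed for leukotriene synthesis, rose by 6.63, and DPCR1 had 0 counts in WT and 12.8 ± 2.79 CPM in ΔmiR-124 (at least 102.6-fold higher). PEG3 was at 352 ± 126 CPM in WT and at 0 counts in ΔmiR-124 (at least 2000.5-fold lower). CA10 fell from 48.7 ± 3.1 to 1.35 ± 0.288 CPM (-5.18 ± 0.293), the transcriptional corepressor gene SKOR2 from 42.4 ± 4.1 to 1.28 ± 0.27 CPM (-5.04 ± 0.207), and CSMD1 and SPHKAP fell by 4.61 and 5.20. TTLL10-AS1 (-7.77) and CSMD1 overlap genes on the other strand.

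Of the study's 98 targets 61 rose and 7 fell at 14 dpi (73 when adjusted over the list alone, median 0.59, camera adjusted p = 5.67e-13, and 0.0448 with an estimated correlation), with the same lack of independence as at 7 dpi. ACAA2 rose by 2.12, CD164 from 50.2 ± 3.39 to 206 ± 16.9 CPM (2.04 ± 0.0924) and LFNG, which modifies Notch receptors, from 3.44 ± 1.59 to 50.8 ± 2.99 CPM (3.87 ± 0.184). Of the 36 targets described elsewhere 31 rose and 1 fell (32 when adjusted over the list alone, median 1.08, adjusted p = 1.2e-16, and 0.00112 with an estimated correlation), with the Notch ligand JAG1 at 3.24, IQGAP1 at 2.38 and LAMC1 at 1.99.

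Neuronal genes at 14 dpi were again lower in part. Of 20 pan-neuronal genes 12 fell and 4 rose (16 when adjusted over the list alone, median -0.29, camera adjusted p = 0.0113, adjusted p = 0.399 with an estimated correlation), with NEFL at -0.98 and SYT1 at -0.73 but NCAM1 at 0.65. Relative to the WT 7 dpi mean, the list's median was 0.04 to 0.06 in the WT libraries and -0.36, -0.37 and -0.23 in replicates 1, 2 and 3 of ΔmiR-124. Of 27 vesicle release genes 14 fell and 3 rose (18 when adjusted over the list alone, adjusted p = 0.00165, adjusted p = 0.293 with an estimated correlation), with SV2A at -1.08. Of 14 sodium channel subunits 8 fell and 1 rose (11 when adjusted over the list alone, median -0.69, adjusted p = 0.00693, adjusted p = 0.232 with an estimated correlation), with SCN7A at -2.86. Of 25 potassium channel subunits 13 fell and 4 rose (18 when adjusted over the list alone, adjusted p = 0.0387, adjusted p = 0.293 with an estimated correlation, 0.0538 under the stricter filter, and 0.0528 and 0.0532 without WT 14 dpi replicates 1 and 3). Of 17 calcium channel subunits 7 fell and 2 rose (10 when adjusted over the list alone, adjusted p = 0.0674, but 0.0244 and 0.0468 without ΔmiR-124 14 or 7 dpi replicate 3), and the T-type subunit CACNA1H rose from 160 to 484 CPM (1.59). Of 20 glutamatergic genes 7 fell and 3 rose (11 when adjusted over the list alone, adjusted p = 0.249), with GRIK1 at -3.43 and GRIK2 at 2.01. Of the 15 neuronal BAF and splicing genes 10 fell (11 when adjusted over the list alone, median -0.62, adjusted p = 3.42e-05, adjusted p = 0.159 with an estimated correlation), with DPF1 at -1.74.

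Cholinergic, GABAergic, monoaminergic and axon guidance genes were higher at 14 dpi, and sensory genes were lower. Of 17 cholinergic genes 11 rose and 3 fell (14 when adjusted over the list alone, median 0.76, camera adjusted p = 0.00419, adjusted p = 0.293 with an estimated correlation). The nicotinic receptor subunit CHRNA5 rose from 39.8 ± 8.77 to 250 ± 15.6 CPM (2.65) and CHRNA3 by 2.38, although these genes overlap each other on opposite strands and are uncertain, and the motor neuron factor LHX4 rose by 1.82. Of 9 GABAergic genes 4 rose (5 when adjusted over the list alone, median 1.36, adjusted p = 0.0169, adjusted p = 0.222 with an estimated correlation), and 2 without WT 14 dpi replicate 3 or without ΔmiR-124 14 dpi replicate 2 or 3. Somatostatin, SST, rose from 149 ± 39.5 to 854 ± 119 CPM (2.52 ± 0.156, adjusted p = 3.13e-10). Of 12 monoaminergic genes 5 rose and 1 fell (6 when adjusted over the list alone, adjusted p = 0.0138, adjusted p = 0.159 with an estimated correlation), with DBH at 3.02 and the serotonin synthesis gene TPH2 at 2.48. Of 18 striatal genes 4 rose and 7 fell (11 when adjusted over the list alone, median -0.56, adjusted p = 0.277), with PENK at 1.8 and FOXP2 at -1.52. Of 17 sensory genes 10 fell and 5 rose (16 when adjusted over the list alone, median -0.72, adjusted p = 0.00881, adjusted p = 0.228 with an estimated correlation). NTRK2 fell by 3.45 and the sensory factor POU4F1 by 2.56. Of 36 axon guidance genes 21 rose and 6 fell (29 when adjusted over the list alone, median 0.42, adjusted p = 0.00129, adjusted p = 0.232 with an estimated correlation), with PLXNA2 at 1.83, SEMA5B at 1.51 and PLXNA4 at -2.49.

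Cholesterol genes were lower at 14 dpi. Of 22 such genes 17 fell and the remaining 5 did not pass (18 when adjusted over the list alone, median -0.74, camera adjusted p = 4.57e-08, adjusted p = 0.293 with an estimated correlation). HMGCS1 fell from 370 ± 14.6 to 121 ± 6.53 CPM (-1.61). Relative to the WT 7 dpi mean, the list's median was 0.13 to 0.16 in WT and -0.77, -0.65 and -0.45 in replicates 1, 2 and 3 of ΔmiR-124. Of 13 mitochondrially encoded mRNAs 8 rose (11 when adjusted over the list alone, median 0.30, adjusted p = 0.00165, adjusted p = 0.293 with an estimated correlation), and 5 without WT 14 dpi replicate 3 or ΔmiR-124 14 dpi replicate 2, with MT-CO1 at 0.66. The medians of these mRNAs on the same scale were -0.38, -0.69 and -0.80 in replicates 1, 2 and 3 of WT and -0.33, 0.05 and -0.12 in those of ΔmiR-124. CDKN1A rose from 13.73 ± 0.595 to 74.4 ± 3.9 CPM (2.44). Of 27 proapoptotic genes 9 rose and 4 fell (13 when adjusted over the list alone, adjusted p = 0.0428, adjusted p = 0.293 with an estimated correlation), with an adjusted p between 0.0571 and 0.0896 without WT 14 dpi replicate 1 or 2 or ΔmiR-124 14 dpi replicate 1 and of 0.0538 under the stricter filter. TP73, a transcription factor gene, rose from 9.22 ± 1.2 to 30.8 ± 2.1 CPM (1.74). Of 17 stress genes 6 rose and 2 fell (9 when adjusted over the list alone, median -0.07, mean 0.17, adjusted p = 0.254), and of 11 antiapoptotic genes 2 rose and 2 fell (5 when adjusted over the list alone, adjusted p = 0.428).

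Pluripotency and proliferation genes were also higher at 14 dpi, with fewer calls, in replicates 1 and 2 of ΔmiR-124, whereas replicate 3 stood close to WT. Relative to the WT 7 dpi mean, the median pluripotency gene stood at -0.08 to 0.28 on the log2 scale in the WT 14 dpi libraries and at 1.28, 1.13 and 0.28 in replicates 1, 2 and 3 of ΔmiR-124 at 14 dpi. The values were -0.82 to -0.32 in WT and 0.23, 0.31 and -0.37 in ΔmiR-124 for proliferation genes. Of 20 pluripotency genes 6 rose (7 when adjusted over the list alone, median 0.77, camera adjusted p = 0.00854, adjusted p = 0.446 with an estimated correlation), with 4 and a median of 0.40 without ΔmiR-124 14 dpi replicate 1, 9 and a median of 0.97 without replicate 3, and 12, with 1 that fell, without ΔmiR-124 7 dpi replicate 1, which enters through the shared spread. Of 26 proliferation genes 8 rose and CCNE1 fell (12 when adjusted over the list alone, median 0.63, adjusted p = 0.0181, adjusted p = 0.566 with an estimated correlation). Without WT 14 dpi replicate 2 or ΔmiR-124 14 dpi replicate 1 the proliferation list had an adjusted p of 0.0626 or 0.0649, and 2 or 5 genes rose. Without ΔmiR-124 14 dpi replicate 2 or 3, 2 or 11 rose. Of 18 progenitor genes 9 rose and 4 fell (14 when adjusted over the list alone, adjusted p = 0.107), and NOTCH1 rose from 11.8 to 85.5 CPM (2.86). Of 26 matrix genes 21 rose (24 when adjusted over the list alone, median 1.52, adjusted p = 5.56e-11, adjusted p = 0.175 with an estimated correlation), with tenascin TNC at 2.94, and of 13 mesenchymal genes 9 rose and 1 fell (11 when adjusted over the list alone, median 1.89, or 1.46 with 1 member at its bound, adjusted p = 0.00184, adjusted p = 0.293 with an estimated correlation). The medians of the matrix list were -0.62 to -0.41 in the WT libraries and 1.53, 1.46 and 0.69 in replicates 1, 2 and 3 of ΔmiR-124, and those of the mesenchymal list -0.59 to -0.33 and 1.89, 1.31 and 0.28. Without replicate 3, 23 matrix and 10 mesenchymal genes rose (median log2 fold changes 1.59 and 2.07). Of 8 oligodendrocyte-lineage genes 5 rose and 1 fell (7 when adjusted over the list alone, adjusted p = 0.00129, adjusted p = 0.0878 with an estimated correlation), with CSPG4 at 3.83 and OLIG2 at 3.50. Of 12 epithelial genes 5 rose (7 when adjusted over the list alone, adjusted p = 0.00946, adjusted p = 0.399 with an estimated correlation), with 3 without WT 14 dpi replicate 2 or ΔmiR-124 14 dpi replicate 1, 8 without ΔmiR-124 14 dpi replicate 3 and 9 without ΔmiR-124 7 dpi replicate 1. Their medians were 0.40 to 0.91 in the WT libraries and 2.49, 2.01 and 1.3 in replicates 1, 2 and 3 of ΔmiR-124. Of 7 endothelial genes 4 rose (6 when adjusted over the list alone, adjusted p = 0.0426, adjusted p = 0.222 with an estimated correlation, 0.0538 under the stricter filter, and 0.0589 and 0.0539 without WT 14 dpi replicate 1 and ΔmiR-124 14 dpi replicate 2), with TIE1 at 3.29. Of 13 endoderm and mesoderm genes 2 rose and 1 fell (0 by edgeR when adjusted over the list alone, 4 at an unadjusted p under 0.05, and 3 called by DESeq2, adjusted p = 0.591), and of 8 astrocyte genes 3 rose and 1 fell (4 when adjusted over the list alone, adjusted p = 0.279), with medians of 1.84, 1.57 and 0.39 in replicates 1, 2 and 3 of ΔmiR-124.

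Of 28 Wnt genes 10 rose and 3 fell at 14 dpi (13 when adjusted over the list alone, camera adjusted p = 0.0426, adjusted p = 0.37 with an estimated correlation), with adjusted p between 0.0612 and 0.068 when WT 14 dpi replicate 1 or 2 or ΔmiR-124 14 dpi replicate 1 or 2 was left out and 0.0538 under the stricter filter. Of the 9 network regulators 3 rose and ZNF649 fell (5 when adjusted over the list alone, adjusted p = 0.0437, adjusted p = 0.222 with an estimated correlation), with an adjusted p of 0.074 without WT 14 dpi replicate 1, 0.056 without ΔmiR-124 14 dpi replicate 2, 0.0517 and 0.0507 without ΔmiR-124 7 dpi replicates 1 and 2, 0.0538 under the stricter filter and 0.0591 with the replicate number as a block. ZNF649 did not pass without WT 14 dpi replicate 2 (adjusted p = 0.0739) or ΔmiR-124 14 dpi replicate 1 (0.0598). Members shared with the study's targets are again not independent evidence of direction. Of 12 repressors and progenitor BAF subunits 3 rose and 2 fell (5 when adjusted over the list alone, adjusted p = 0.502), and of 13 microRNA processing genes 4 rose and 5 fell (9 when adjusted over the list alone, adjusted p = 0.396). Of 14 immediate early genes 6 rose and 2 fell (9 when adjusted over the list alone, adjusted p = 0.0511, but between 0.0183 and 0.0471 without WT 7 or 14 dpi replicate 1, ΔmiR-124 7 dpi replicate 3 or ΔmiR-124 14 dpi replicate 2), of 12 interferon-response genes 3 rose (3 when adjusted over the list alone, adjusted p = 0.212), and of 9 HOX genes 2 rose and 2 fell (4 when adjusted over the list alone, adjusted p = 0.897).

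**Figure D5:**
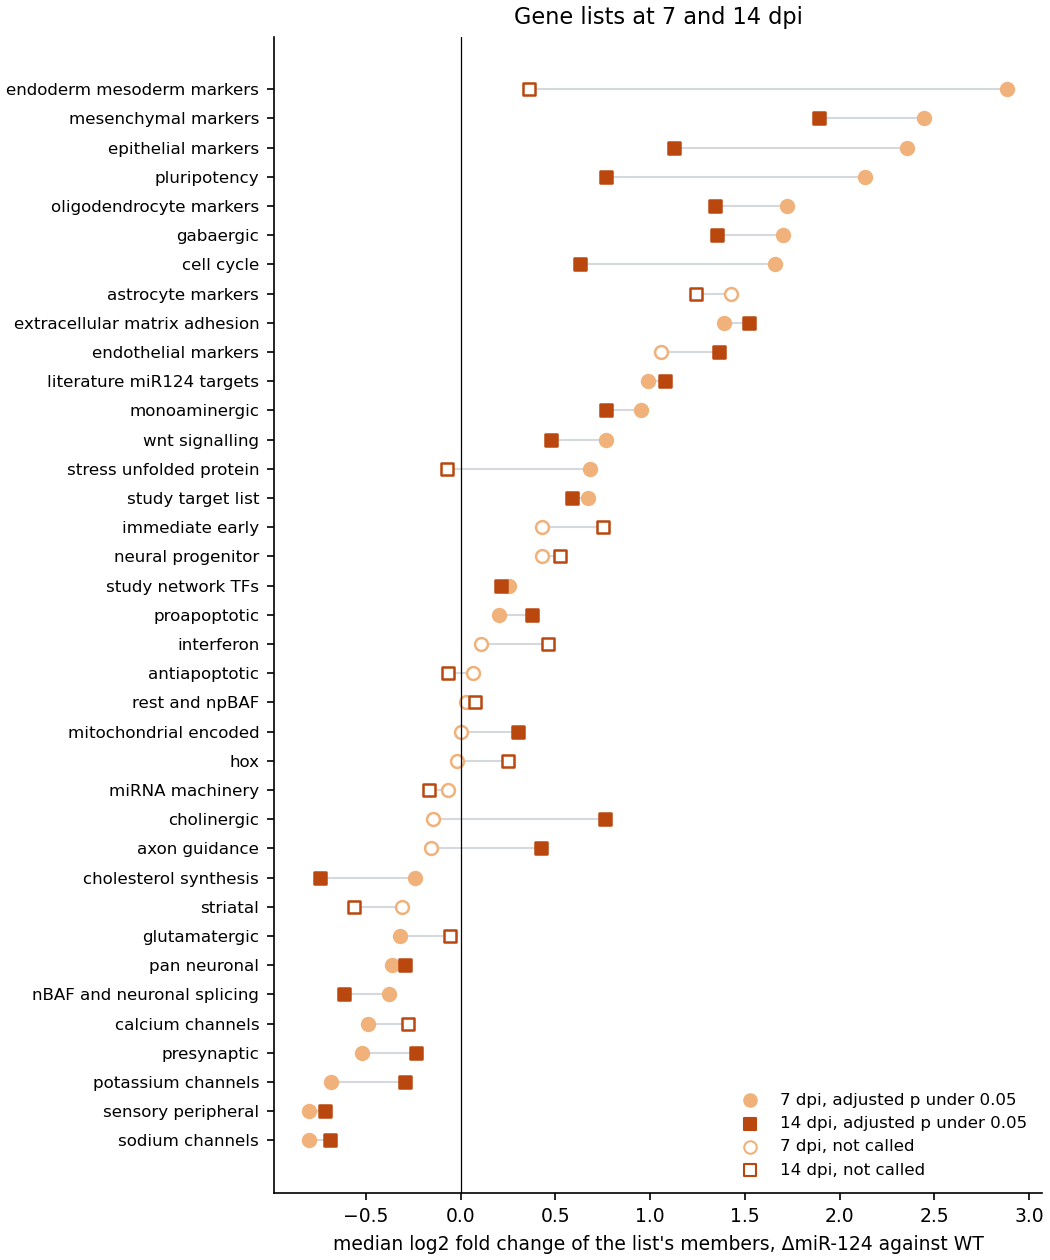
Median log2 fold change of ΔmiR-124 over WT (x axis) for 37 gene lists (y axis), with circles for 7 dpi and squares for 14 dpi, filled where the camera adjusted p was under 0.05. Pluripotency genes stand at 2.14 at 7 dpi and 0.77 at 14 dpi, and cholesterol genes at -0.24 and -0.74.

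In all, 7554 genes (30.1%) differed at 14 dpi, 3783 higher and 3771 lower, and 4439 changed at least 1.5-fold. For 43.1% of genes the libraries of both groups did not overlap, where chance gives 10%. Camera called 25 lists, 2 of them with an estimated correlation.

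Several markers that the study names for these neurons differed less. MAP2, a dendritic protein gene, fell by 0.76 at 7 dpi (adjusted p = 3.34e-06) and was at -0.19 at 14 dpi (adjusted p = 0.123). Doublecortin DCX fell by 0.85 and 0.38. TUBB3, which overlaps a readthrough transcript, was at 0.03 and -0.01 and did not pass. PAX6, a progenitor factor gene, fell by 1.16 and 0.96. RBFOX3, the NeuN gene, was at -0.17 at 7 dpi and did not pass there, and fell by 0.51 at 14 dpi. The vesicular glutamate transporter genes SLC17A6 and SLC17A7 were at -0.26 (adjusted p = 0.0399) and -0.19 (adjusted p = 0.168) at 7 dpi and at 0.06 and -0.16 at 14 dpi (adjusted p = 0.672 and 0.257). The SLC17A6 call at 7 dpi was lost with RLE factors (adjusted p = 0.0503), upper-quartile factors (0.0555) or library totals alone (0.0652), and without WT replicate 2 (0.0672) or 3 (0.184) or ΔmiR-124 replicate 2 (0.108) or 3 (0.145). The NMDA receptor gene GRIN1 fell by 1.73 and 1.45. The choline acetyltransferase gene CHAT rose by 0.54 and 0.57 but overlaps SLC18A3. SCN8A fell by 0.28 at 7 dpi and was at -0.23 at 14 dpi (adjusted p = 0.0567). At 7 dpi it did not pass without WT replicate 1 (adjusted p = 0.0865) or 3 (0.0643) or ΔmiR-124 replicate 2 (0.0512), and at 14 dpi it passed without WT replicate 1 (0.00869) or ΔmiR-124 replicate 2 (0.0278). The study's target ZNF787 rose by 0.39 at 7 dpi (adjusted p = 0.0185) and was at 0.21 at 14 dpi (adjusted p = 0.211), GLIS2 was at 0.26 and 0.33 (adjusted p = 0.154 and 0.0591), SERTAD3 rose by 0.69 and 0.68, and the apoptosis effector BAX rose by 0.75 and 0.50. SOX1 and ZNF138 did not pass at either time. AGO2 rose by 0.33 at 7 dpi and was at -0.17 at 14 dpi (adjusted p = 0.131), where it passed without WT replicate 1 (-0.23, adjusted p = 0.0386). The 7 dpi call of ZNF787 was lost without WT replicate 1 (adjusted p = 0.0888) or 3 (0.0529) or ΔmiR-124 replicate 3 (0.0961). That of SERTAD3 was lost at either time without WT replicate 1 (0.066 and 0.0683), and that of BAX at 14 dpi without ΔmiR-124 replicate 1 (0.0759). GLIS2 passed at 14 dpi with library totals alone (0.0471), under the stricter filter (0.0434) or without ΔmiR-124 replicate 3 (0.0492).

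The ΔmiR-124 effects at both times, which share no library, were compared. Of 4201 genes called at both times 1929 rose at both (553.4 for independent lists of these sizes) and 1992 fell at both (535.4), so that 93.33% had the same sign, and 280 had opposite signs. Across all tested genes, which are not independent replicates, the fold changes correlated with Pearson's r = 0.509 and Spearman's rho = 0.479.

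The third comparison followed WT neurons from 7 to 14 dpi. RGS7BP rose from 1.54 ± 0.52 to 40.1 ± 3.03 CPM (log2 fold change 4.70 ± 0.293, adjusted p = 4.69e-10), and SCRG1, SPHKAP and C19orf66 rose by 3.96, 3.89 and 3.66. RAPGEF3 (4.37) and UTS2B (4.32) overlap genes on the other strand. The transcription factor gene OLIG3 fell from 14.7 ± 3.78 to 0.138 ± 0.093 CPM (-6.66 ± 0.306) and TXNIP, an inhibitor of thioredoxin, from 78.9 ± 8.82 to 1.42 ± 0.126 CPM (-5.79 ± 0.186, adjusted p = 8.74e-14), and LINC00452, ADAMTS14 and LILRB2 fell by 5.29, 5.12 and 4.95. CHRNA1 (-5.56) has an antisense neighbour. LINC00599 fell by 2.45 and MIR124-2HG by 0.57.

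Genes of sodium channels and vesicle release rose in WT over this time. The lists of potassium channels (10 of 25 rose and 6 fell, 17 passed when adjusted over the list alone, adjusted p = 0.356) and calcium channels (8 of 17 rose and 4 fell, 12 passed when adjusted over the list alone, adjusted p = 0.316) were not called. Of 14 sodium channel subunits 10 rose (10 when adjusted over the list alone, median 1.21, camera adjusted p = 0.000569, adjusted p = 0.291 with an estimated correlation), with SCN1A at 2.52 and SCN2A at 1.63, and of 27 vesicle release genes 18 rose and 4 fell (24 when adjusted over the list alone, median 0.44, adjusted p = 0.00118, adjusted p = 0.421 with an estimated correlation), with NRXN3 at 2.45 and SNAP25 at 0.93. Of 17 stress genes 15 rose and 2 fell (17 when adjusted over the list alone, median 1.04, adjusted p = 1.44e-05, adjusted p = 0.386 with an estimated correlation), with the cystine transporter gene SLC7A11 at 2.95. Of 12 interferon-response genes 6 rose (7 when adjusted over the list alone, adjusted p = 0.0226, adjusted p = 0.369 with an estimated correlation, and 0.0598 under the stricter filter), with IFI6 at 3.85. Of 18 progenitor genes 12 fell and 2 rose (14 when adjusted over the list alone, median -0.79, adjusted p = 0.000334, adjusted p = 0.291 with an estimated correlation), and nestin, NES, fell from 758 ± 11 to 251 ± 34.9 CPM (-1.60). Of 13 mitochondrially encoded mRNAs 10 fell and 1 rose (12 when adjusted over the list alone, median -0.60, adjusted p = 0.000334, adjusted p = 0.398 with an estimated correlation). Of 26 matrix genes 13 fell and 3 rose (16 when adjusted over the list alone, adjusted p = 0.00713, adjusted p = 0.627 with an estimated correlation), with SPARC at -3.49, and of 7 endothelial genes 5 fell and 1 rose (6 when adjusted over the list alone, adjusted p = 0.0226, adjusted p = 0.291 with an estimated correlation, and 0.0513 under the stricter filter). Of the study's targets 40 fell and 10 rose (52 when adjusted over the list alone, median -0.20, adjusted p = 0.000958, adjusted p = 0.369 with an estimated correlation), and of the targets described elsewhere 14 fell and 4 rose (18 when adjusted over the list alone, adjusted p = 0.0261, adjusted p = 0.291 with an estimated correlation, 0.0598 under the stricter filter, and 0.0535 without WT 14 dpi replicate 1).

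In WT 8820 genes (35.1%) changed between the times, 4490 up and 4330 down (50.9% up), and 5326 at least 1.5-fold. With library totals alone 5546 rose and 3392 fell (62.0% up), since the median log2 fold change of all genes then moved from 0.025 to 0.117, and the changes above are relative to the TMM scaling. The groups did not overlap for 47.4% of genes (10% by chance).

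The fourth comparison followed ΔmiR-124 neurons over the same time. The proton-sensing receptor gene GPR4 rose from 0.18 ± 0.128 to 16.1 ± 0.83 CPM (log2 fold change 6.44 ± 0.462, adjusted p = 1.69e-09) but overlaps OPA3, and C19orf66 and the serotonin receptor gene HTR3B rose by 4.73 and 4.50. TMEM176B and TMEM176A (5.43 and 4.55), which overlap each other, and C11orf87 (4.54) are uncertain. OLIG3 fell from 61.7 ± 2.7 to 0.864 ± 0.247 CPM (-6.17 ± 0.232, adjusted p = 4.44e-13), and D21S2088E and the ISG15 protease gene USP18 fell by 5.17 and 4.78. FBF1 (-5.23), CCDC183-AS1 (-5.44) and ARHGAP9 (-4.79) overlap other genes. LINC00599 fell by 0.57 and MIR124-2HG rose by 0.37.

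Pluripotency and proliferation genes fell in ΔmiR-124 over this time, and the proliferation list also went down in WT but was not called there. Of 20 pluripotency genes 14 fell (16 when adjusted over the list alone, median -1.01, camera adjusted p = 0.00178, adjusted p = 0.632 with an estimated correlation), with SOX2 at -1.5 and DPPA4 at -2.25, and of 26 proliferation genes 24 fell (24 when adjusted over the list alone, median -1.66, adjusted p = 3.22e-07, adjusted p = 0.523 with an estimated correlation), with E2F1 at -3.05 and MKI67 at -2.78. Without ΔmiR-124 7 dpi replicate 1, which was lower for both lists, 17 and 24 fell with medians of -1.28 and -1.88. At 14 dpi replicate 3 was lower than replicates 1 and 2, at 0.28 against 1.28 and 1.13 relative to the WT 7 dpi mean for pluripotency genes and at -0.37 against 0.23 and 0.31 for proliferation genes. Of 18 progenitor genes 10 fell and 2 rose (12 when adjusted over the list alone, adjusted p = 0.00461, adjusted p = 0.448 with an estimated correlation), and HES6 fell from 221 to 35.8 CPM (-2.62). Of the study's targets 49 fell and 10 rose (62 when adjusted over the list alone, median -0.29, adjusted p = 8.23e-06, adjusted p = 0.448 with an estimated correlation). Of 22 cholesterol genes 11 fell and 2 rose (15 when adjusted over the list alone, median -0.37, adjusted p = 0.0117, adjusted p = 0.632 with an estimated correlation), but 7 fell without ΔmiR-124 7 dpi replicate 1 (median -0.23, adjusted p = 0.0775) and 17 without replicate 3 (median -0.51).

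Genes of ion channels, vesicle release and axon guidance rose in ΔmiR-124 from 7 to 14 dpi, whereas the pan-neuronal list was not called (10 of 20 rose and 6 fell, 17 passed when adjusted over the list alone, adjusted p = 0.265). Nor were the glutamatergic (8 of 20 rose and 4 fell, 13 passed when adjusted over the list alone, adjusted p = 0.331) and cholinergic lists (7 of 17 rose and 3 fell, 13 passed when adjusted over the list alone, adjusted p = 0.131). Of 14 sodium channel subunits 10 rose (10 when adjusted over the list alone, median 0.95, camera adjusted p = 0.00162, adjusted p = 0.448 with an estimated correlation), and SCN9A rose from 61.1 to 378 CPM (2.63). Of 25 potassium channel subunits 13 rose and 2 fell (17 when adjusted over the list alone, median 0.55, adjusted p = 0.0054, adjusted p = 0.448 with an estimated correlation), with KCNH3 at 2.89, and of 17 calcium channel subunits 10 rose and 1 fell (12 when adjusted over the list alone, adjusted p = 0.0227, adjusted p = 0.482 with an estimated correlation, and 0.0623 without ΔmiR-124 14 dpi replicate 3). Of 27 vesicle release genes 17 rose and 3 fell (20 when adjusted over the list alone, adjusted p = 0.00162, adjusted p = 0.482 with an estimated correlation), with NRXN3 at 3.89, and of 36 axon guidance genes 21 rose and 6 fell (27 when adjusted over the list alone, median 0.60, adjusted p = 0.00162, adjusted p = 0.448 with an estimated correlation), with the semaphorin SEMA3E at 4.12. MAP2 rose by 0.71 and NCAM1 by 0.78. Of 17 stress genes 7 rose (7 when adjusted over the list alone, median 0.30, adjusted p = 0.0269, adjusted p = 0.632 with an estimated correlation), with a median of 0.15 and an adjusted p of 0.102 without ΔmiR-124 7 dpi replicate 1 and medians of 0.16 and 0.69 without replicates 2 and 3. Of 12 interferon-response genes 6 rose (6 when adjusted over the list alone, median 0.70, adjusted p = 0.0269, adjusted p = 0.448 with an estimated correlation, 0.0547 under the stricter filter, and 0.0981 without ΔmiR-124 7 dpi replicate 1), with a median of 0.46 without ΔmiR-124 14 dpi replicate 1, and IFI6 rose by 5.68.

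In ΔmiR-124 10156 genes (40.5%) changed between the times, 5226 up and 4930 down (51.5% up), and 6583 at least 1.5-fold. With library totals alone 6032 rose and 4080 fell (59.7% up). The groups did not overlap for 50.1% of genes (10% by chance). Of 5973 genes called in both genotypes 95.14% had the same sign, with 2929 up in both (934.8 for independent lists) and 2754 down in both (850.4), and the fold changes correlated across genes with r = 0.575 and rho = 0.586.

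The last comparison tested where the ΔmiR-124 effect itself changed between the times. It was higher (more positive) at 14 dpi for cholinergic, axon guidance and potassium channel genes. Potassium channels fell less (median -0.684 to -0.295). Of 17 cholinergic genes 8 had a higher effect and 1 a lower (9 when adjusted over the list alone, median 0.56, camera adjusted p = 3.6e-06, and 0.328 with an estimated correlation), and SLC5A7 went from -2.16 to 0.81 (interaction 2.97 ± 0.172, adjusted p = 2.01e-09). Of 36 axon guidance genes 18 had a higher effect and 1 a lower (22 when adjusted over the list alone, median 0.40, adjusted p = 6.69e-07, and 0.328 with an estimated correlation), with SEMA3E going from -2.46 to 0.65 and the netrin receptor gene UNC5C from -0.88 to 1.10. Of 25 potassium channel subunits 9 had a higher effect and 1 a lower (12 when adjusted over the list alone, median 0.39, adjusted p = 0.000279, and 0.328 with an estimated correlation), and 5 a higher without WT 14 dpi replicate 2 or ΔmiR-124 14 dpi replicate 3. The effect on TP73 grew by 1.46 (adjusted p = 1.6e-05). Among the 4 genes with the largest positive values, LINC00452 changed by 7.55 ± 0.469 as its WT level fell from 47.2 to 1.2 CPM, and DPCR1, LILRB2 and TTLL10-AS1 had groups near 0. LILRB2 did not pass without ΔmiR-124 14 dpi replicate 2 (adjusted p = 1), nor TTLL10-AS1 without ΔmiR-124 14 dpi replicate 1 (0.0526).

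The effect was lower at 14 dpi for proliferation and stress genes, whose rise shrank, and for cholesterol genes, whose fall deepened. Of 26 proliferation genes 9 had a lower effect (17 when adjusted over the list alone, median -1.07, camera adjusted p = 6.69e-07, and 0.554 with an estimated correlation), 17 without ΔmiR-124 7 dpi replicate 1 and 5 without replicate 2 or without ΔmiR-124 14 dpi replicate 2, with MKI67 at -2.00. Of 13 endoderm and mesoderm genes 7 had a lower effect (8 when adjusted over the list alone, median -2.52, adjusted p = 4.02e-05, and 0.4 with an estimated correlation), and between 2 and 4 without ΔmiR-124 7 dpi replicate 2 or 3 or ΔmiR-124 14 dpi replicate 2 or 3. Of 17 stress genes 10 had a lower effect and 2 a higher (14 when adjusted over the list alone, median -0.77, adjusted p = 0.00109, and 0.554 with an estimated correlation), with DDIT4 at -1.81, and of 22 cholesterol genes 9 had a lower effect (11 when adjusted over the list alone, median -0.45, adjusted p = 5.15e-05, and 0.554 with an estimated correlation), 15 without ΔmiR-124 7 dpi replicate 3. Mitochondrially encoded mRNAs had a higher effect (5 of 13, 8 when adjusted over the list alone, median 0.40, adjusted p = 0.00109, and 0.554 with an estimated correlation), with 2 or 3 when any of 9 libraries was left out and 8 without WT 14 dpi replicate 1. Of the study's targets 17 had a lower effect and 7 a higher (32 when adjusted over the list alone, adjusted p = 0.0366, and 0.554 with an estimated correlation), with adjusted p between 0.0572 and 0.136 without WT 7 dpi replicate 3, ΔmiR-124 7 dpi replicate 3, WT 14 dpi replicate 1 or ΔmiR-124 14 dpi replicate 2, and 0.0506 with the replicate number as a block. HAS2, MFAP4, CYP1B1 and USP18 had the largest negative values (-3.84, -3.45, -3.35 and -3.23), and all but USP18 varied between libraries or overlap other genes.

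For 2861 genes (11.4%) the effect changed, with 1550 higher and 1311 lower at 14 dpi and 2063 changed at least 1.5-fold. In 617 of them the ΔmiR-124 effect passed with the same sign at both times, in 280 with opposite signs, in 888 at 7 dpi alone, in 999 at 14 dpi alone and in 77 at neither.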

Values the study reported

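The study derived 98 high-probability miR-124 targets from 127 transcripts at 4 dpi (77.2%) and stated that these targets stayed increased at 7 and 14 dpi.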

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

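Of the tests below, the comparison of libraries within ΔmiR-124 at 7 dpi, the test of imprinted genes, the second draw of splits for the interaction and the share of the hairpin in the rise of its host were chosen only after the result was seen.

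The ΔmiR-124 effect differed between 7 and 14 dpi in the test of the interaction for 2861 genes, which is why this result is listed here. Of 100 splits of the libraries 2 gave as many genes, the real one and a split with 3000, in which the genotypes were swapped at 14 dpi and WT replicate 3 was exchanged with ΔmiR-124 replicate 1 at 7 dpi. Splits do not decide here whether chance can be excluded, since those that mix the genotypes at 1 time leave the effect of the other time in the interaction (367 to 3000 genes in 8 splits that mixed them at 7 dpi and 91 to 2180 in 12 that mixed them at 14 dpi), and those that mix them at both times turn the effect into spread within the groups. The 79 splits of the latter kind, the only kind in a first draw, gave 0 genes by edgeR, with 295 to 1623 at an unadjusted p under 0.05 against 5959 in the real split. Each of the 4 other comparisons allows 10 splits, too few for a share under 0.05. In each, 1 split, the real one, gave as many genes. The real counts were 7236, 7554, 8820 and 10156, and the highest other count by edgeR was 0, with at most 1776, 1431, 1264 and 1275 genes at an unadjusted p under 0.05 against 9529, 9732, 10865 and 11973.

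The first pattern is the higher level of pluripotency, cell cycle and endoderm and mesoderm genes in ΔmiR-124 at 7 dpi. The scaling of the libraries is argued against, since 0 of the 52 called members lost the call by edgeR with library totals alone or upper-quartile factors. The median member called higher stood above replicate 1 in replicates 2 and 3 in each list, by 1.86, 1.02 and 1.25 on the log2 scale (16 of 17, 25 of 25 and 10 of 10 members), whereas pan-neuronal genes were at -0.26 and all genes at -0.01. A candidate explanation is a share of undifferentiated cells that varied between the cultures, for which the lowest of the 3 medians, 1.024, was high enough, but the gap of 0.834 between them was wider than the 0.75 it was required to stay within and short of the 1.5 that would exclude it, so it stays open. Loss of direct repression also stays open, since 13.73% of these genes held a miR-124 site (7 of 51, exact 95% interval 5.7 to 26.3%) against 16.8% of all genes (one-sided Fisher's exact p = 0.775).

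The second pattern is a set of genes expressed in WT and near 0 in ΔmiR-124 at both times, of at least 1 CPM in every WT library and at most 0.1 CPM in every ΔmiR-124 library. There were 3, PEG3, AJAP1 and RP11-138B4.1, against 1 gene the other way round, the edited MIR124-2 hairpin itself, and AJAP1 (6.35 to 0 CPM at 7 dpi) and RP11-138B4.1 (3.21 to 0 CPM) were chosen after their values were seen. Loss of direct repression by miR-124 would raise its targets, and these genes went the other way (PEG3 from 5755 to 2 counts at 7 dpi). Of 37 imprinted genes PEG3, H19 and DLK1 changed 4-fold in the same direction at both times (8.11%, against 1.34% of other genes), and H19, named like IGF2 after its values were seen, fell from 8.49 ± 2.09 to 0.0725 ± 0.0966 CPM at 7 dpi and from 2.54 ± 1.41 to 0.0963 ± 0.0704 CPM at 14 dpi, while its neighbour IGF2, which overlaps an antisense gene and is uncertain, rose from 99.3 ± 7.83 to 219 ± 21.5 CPM at 7 dpi (log2 fold change 1.14) and from 23.3 ± 12.6 to 681 ± 122 CPM at 14 dpi (4.86). A difference between the clones in genes read from 1 parental copy could give such a pattern, and it stays open with indirect effects of the genotype, which were not tested and share its 1 clone: without the 5 genes seen before (PEG3, ZIM2, H19, IGF2 and DLK1), 0 of 32 imprinted genes changed so (one-sided Fisher's exact p = 1), a group too small to exclude it.

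The third pattern is the rise of the host RNAs of miR-124-1 and miR-124-2. Reads of the hairpin alone are argued against, since the MIR124-2 hairpin took 4.15% of its host's rise at 7 dpi and 3.35% at 14 dpi, whereas the MIR124-1 hairpin was not analysed here. Lower processing of all microRNA primary transcripts is argued against by 23 other host RNAs, with medians of 0.255 and 0.282 and upper quartiles of 0.826 and 0.881, below the rise of both hosts. For a change of the surrounding region, 22 genes within 1 Mb of either host had medians of 0.362 and 0.281 and upper quartiles of 0.771 and 1.07, below the rise of both hosts. Of these genes 2 rose and 3 fell at 7 dpi, and 6 rose and 1 fell at 14 dpi. The neighbours of both hosts were pooled, so a change around only 1 of them stays open. Another hypothesis left open, not tested independently of these data, is that uncleaved primary transcripts may accumulate in ΔmiR-124.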

How the results depend on the processing

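The alternatives for the list tests and for the agreement between genotypes, and the libraries left out for single named genes and for the agreement between times, were chosen after the data were seen. A count was taken as the same within 1.5 times of its main value, and a median or site effect if it kept its direction and its side of the threshold. The genes behind a count could still change. Without ΔmiR-124 7 dpi replicate 3, 79.4% of the 7 dpi calls were kept, and without WT 7 dpi replicate 1, 73.6% of the interaction calls. Of 183 alternative values for 13 comparison results 176 were the same by this rule, 7 were smaller and 0 were reversed. The 7 follow from a stricter criterion: at least 1.5-fold, 4378, 4439, 5326 and 6583 genes were called in the 4 simple contrasts (7236, 7554, 8820 and 10156 without it), and 2195 (of 3921) and 3273 (of 5683) genes had the same sign in both contrasts; with an estimated correlation 6 of 81 list calls held. Leaving out 1 library gave 5961 to 7432 and 6115 to 7199 genes for the ΔmiR-124 effect, 7244 to 8397 and 8753 to 9398 for time, 2185 to 3179 for the interaction, 78 to 88 list calls, medians of 0.632 to 0.721 and 0.563 to 0.6 for the study's targets and site effects of 0.211 to 0.224 and 0.194 to 0.204. A fit of only the compared groups called 6843, 7560, 8956 and 9575 genes and could not be made for the interaction. DESeq2 called 7538, 7746, 9083, 10346 and 3377 genes. Replicate numbers did not pair the libraries (18 same-number pairs correlated between -0.117 and 0.045, and 1 of 12 libraries correlated best with its own number). With the replicate number as a block 6876, 7209, 8441, 9756 and 2520 genes were called and 79 of 190 list tests (81 without the block, and 72 of them under the stricter filter, which ended 9); the 2 list calls lost were the study's network regulators at 14 dpi (adjusted p = 0.0591) and its targets in the interaction (adjusted p = 0.0506). With the block the targets' medians were 0.67 and 0.596, the site effects 0.217 and 0.199, and 3746 and 5452 genes had the same sign. Of 3263 alternative values for 227 results of single named genes 27 lost the call, 6 gained it, 15 uncalled values moved and 0 were reversed. In the simulations missed 4-fold genes had lower counts and higher dispersion, so limits of depth and of replicate spread were not separated.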

Other observations

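The genes in this part were chosen after their values were seen. Of 82 ribosomal protein genes tested, 32 rose in ΔmiR-124 against WT at 7 dpi and the remaining 50 did not pass (median log2 fold change 0.24, against -0.001 for all genes), while 42 fell and 2 rose at 14 dpi and the others did not pass (median -0.31, against 0.005). They were not tested as a set and, having near-identical copies, are uncertain. The interaction was negative for 55 of them (median -0.54), and all 3 medians kept their sign with DESeq2, upper-quartile factors, RLE factors or library totals alone. Their share of all counts was 0.783 to 0.848% in WT and 0.903 to 1.06% in ΔmiR-124 at 7 dpi, and 0.871 to 1.10% and 0.758 to 0.847% at 14 dpi.

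Among the 280 genes called with opposite signs at both times, CST1, a secreted cystatin gene, was at 4.21 at 7 dpi and -1.53 at 14 dpi, and ZNF750, an epidermal transcription factor gene, at -1.22 and 3.91. The neuregulin receptor gene ERBB4 (1.94 and -1.27) and the reelin gene RELN (1.62 and -1.19) went from higher to lower. All 4 passed the test of the interaction.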
